A study of Mus musculus with 18 samples.

How the data were processed

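The 18 samples comprise 5 single-cell libraries of whole bladder, 1 library of single nuclei, 1 single-cell library of the detrusor (the muscular wall of the bladder) alone, 1 detrusor-enriched single-cell library, 4 spatial sections and 6 bulk RNA libraries. Per the labels, the droplet libraries followed the standard Chromium protocol and the sections the standard Visium protocol, in which RNA is captured on a grid of barcoded spots under a tissue section. Per the labels, bulk RNA was isolated with RNeasy columns and made into polyA-selected TruSeq libraries. The labels do not state the aligner, the genome build, the annotation or the filter on barcodes. The deposited single-cell, nuclei and spatial tables hold counts of unique molecular identifiers (UMIs), since every non-zero entry was a whole number and totals differed between barcodes. The deposited bulk table holds read counts per gene symbol, since its entries were whole numbers with a different total for each library. No deposited table carried cell types, clusters or spot positions. Genes are named by symbol in the tables, and no coordinates are given with them.

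The tables were counted with different gene lists. The 2 male whole-bladder tables list 27775 genes and barcodes of 14 bases. The 3 whole-bladder tables of mixed sex list 27998 genes and barcodes of 16 bases. The nuclei, detrusor and spatial tables list 31053 genes, and the bulk table lists 29214. Comparisons used the genes common to the tables compared: 27464 among whole-bladder cells, 26344 between whole-bladder cells and nuclei, and 26324 across all tables. Mitochondrially encoded genes were left out of these comparisons because the 2 male tables list 13 of them and hold 0 counts for them.

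Cells and nuclei with at least 500 UMIs and at most 20% mitochondrial counts were kept, as were spots with at least 500 UMIs. The mitochondrial limit could remove no cell of the 2 male tables. Doublets were scored with a reimplementation of Scrublet's method, with 2 simulated doublets per cell. The highest-scoring 0.8% of cells per 1000 barcodes were removed. Between 8 and 660 barcodes per library were removed in this way. Each library was normalised to 10000 counts per cell, log-transformed and reduced to 30 principal components of 2000 variable genes. It was then clustered on a graph of 15 nearest neighbours with the Leiden algorithm at resolution 1. Clusters were named from marker lists of 19 cell classes. A name required a class score of at least 0.25 (the mean over markers of the cluster's level relative to the highest cluster) and at least 3 markers detected in 10% of the cells and raised 2-fold. Further conditions on depth and on the 10 leading genes applied, and clusters that failed them stayed unnamed. The handling of clusters that met the conditions for more than 1 class was settled after the clusters had been seen. Cell classes are therefore called "like" the class whose markers they carry. Clusters of spots are called regions and described by their leading genes. A region was counted as raised in a marker list when at least 75% of the list's genes lay above their level in the whole section. That rule was set after the data had been seen.

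Bulk libraries, and counts summed over the cells of a class or the spots of a section, were compared with the quasi-likelihood test of edgeR (robust fits, TMM normalization, genes filtered with filterByExpr, two-sided). P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Standard errors (SE) of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. Marker and gene lists were tested in the bulk libraries with camera at a preset inter-gene correlation of 0.01. Lists with fewer than 3 tested members were not tested. Nuclei were compared with whole-bladder cells within a class when the nuclei library and at least 3 cell libraries had 50 or more cells of it. The single nuclei library is assumed to vary like the cell libraries. Older (22 and 24 months) and younger (3, 12 and 12 months) whole-bladder libraries were compared within a class, with the sex mix of the pool as a term. Sections of 22 months were compared with sections of 14 months. Correlations of library profiles are Spearman's rho across genes of log2(CPM + 1), where CPM are counts scaled to library size, with the mean of the intact or of the dissociated bulk libraries. They used 14252 genes with a mean bulk level of at least 1 CPM. Genes are not independent replicates, so these correlations carry no p-value.

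Genes named in a comparison were up to 5 with the largest rise and up to 5 with the largest fall in fitted log2 fold change. They had to have an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the libraries of the groups, and predicted genes without a symbol were passed over. Under the alternatives, a picked part of the called members of the marker and gene lists was followed beside them, for bulk and nuclei only. The groups, the tests, the rule for named genes, the marker lists and the alternatives below were fixed before the data were examined. Shares are given with exact (Clopper-Pearson) 95% binomial intervals. Where a count is 0, the limit given is 3 counts of the total. Folds against that limit use CPM scaled by library size alone, without TMM. Intervals and limits cover counting error only, and bulk reads carry no molecular identifiers.

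Alternatives were DESeq2, RLE size factors, library size alone, no filter on low counts, a replicate block, a log2 fold-change minimum of 1, fry and camera at a correlation of 0.05. For cells they were doublets kept, at least 1000 UMIs, at most 10% mitochondrial counts, Leiden resolutions of 0.5 and 2, and a class call for each cell from its own marker scores. The remaining ones were age as a number, no sex term, 12-month cell libraries only, Pearson's correlation, a bulk minimum of 10 CPM, family shares within fibroblast-like cells or as medians over cells, and leaving out each library.

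Each test was tested on simulated counts in which 200 genes changed by 2 on the log2 scale. Every gene was given the same dispersion, 0.05 for bulk and 0.1 for the other comparisons, and genes varied independently. Recovery in the real data, where dispersions differ between genes, can therefore differ from these values. The bulk fit recovered 100% of them with 11 false calls. Recovery was 42.5% for nuclei against urothelial-like cells and 31% for nuclei against fibroblast-like cells. It was 87.5% and 78.5% for older against younger urothelial-like and fibroblast-like cells, and 86.5% for the sections. With 1 list raised by 1.5-fold among 23, camera called that list alone and fry called 2 lists. Genes were uncorrelated there too, so this does not show how either test behaves with correlated genes. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Alignment, intronic reads and spot positions were not analysed here.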

Results

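Bladders of inbred mice were profiled in 18 samples that fall into 11 groups, by single-cell, single-nucleus, spatial and bulk RNA sequencing. The whole-bladder cell libraries were labelled with 3 males of 22 months, 3 males of 3 months, 2 females and 2 males of 12 months (2 libraries) and 2 females and 2 males of 24 months. The nuclei library was labelled with 2 females and 2 males of 12 months. The detrusor-only cell library was labelled with 3 females of 14 months, and the detrusor-enriched cell library with 2 females and 2 males of 14 months. There were 2 sections of 22-month males and 2 of 14-month males. Bulk libraries came from intact tissue and from dissociated bladders of 12-month females, with 3 libraries each. The 22-, 3- and 24-month whole-bladder, nuclei and detrusor groups are single libraries, so values within them have no replicates.

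Bulk libraries held 23083752, 68760791 and 25999123 reads for intact tissue and 28106085, 27029399 and 24192299 for dissociated bladders. Whole-bladder cell libraries held 25837772 UMIs in 9080 barcodes (22-month males), 13281422 in 6378 (3-month males), 40043776 in 3023 and 17397304 in 1021 (12 months), and 36008096 in 3224 (24 months). Their median UMIs per barcode were 2525, 1837, 11848, 15042 and 9893 in that order. The nuclei library held 5197910 UMIs in 3472 barcodes, the detrusor-only library 52388504 in 6400 and the detrusor-enriched library 55374100 in 6163. Their median UMIs were 1127, 7823 and 6959. The sections held 32021224 and 22698644 UMIs at 22 months (1321 and 1105 spots) and 21976100 and 22995668 at 14 months (939 and 1123 spots).

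The bulk libraries allow intact tissue to be set against cells of dissociated bladders. Pearson correlations of log2 CPM across genes were 0.977 to 0.991 between libraries of a group and 0.889 to 0.918 between groups. Of 16538 genes tested with edgeR, 9798 differed, 4620 higher and 5178 lower in dissociated bladders. The ranges of the groups did not overlap for 11110 genes (67.2%), where chance gives 10%. The 9 other splits of the 6 libraries, each of which still sets 2 libraries of a preparation against 1, gave 0 genes each. The alternative that moved the count most was a log2 fold-change minimum of 1, which left 3636 genes. With library size alone in place of TMM the median change of all tested genes was -0.14 instead of -0.03, and 38.3% of 10011 called genes were higher in place of 47.2%. With DESeq2 and with RLE size factors the majority of called genes was higher instead, 52.3% of 9805 and 51.3% of 9651, and the median change was 0.05 and 0.02. At the log2 fold-change minimum of 1, 54.7% were higher. The balance of higher and lower genes therefore depends on the scaling and on the threshold.

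Among the named genes, Il6 rose from 0.0479 ± 0.0235 CPM in intact tissue to 181 ± 7.06 CPM in dissociated bladders (mean and SD, n = 3 and 3), a log2 fold change of 11.99 (SE 0.17, adjusted p 5.4e-08). Intact tissue held 5 Il6 counts in all, so the ratio of summed counts, 4121, has a counting interval of 1766 to 12700. Fosb rose by 9.47 (SE 0.74, adjusted p 4.3e-05) on the log2 scale, Cxcl1 by 9.02, Has1 by 8.66 and Cxcl2 by 8.62. Cxcl1 and Cxcl2 had 15 and 10 counts in intact tissue, which gives count ratios of 504.5 (306 to 902) and 386 (209 to 806). Kcnf1 fell by 5.46 (SE 0.21, adjusted p 2.1e-06), from 157 ± 35.8 to 3.55 ± 0.592 CPM. The log2 fold changes were -5.39 for Actc1, -5.28 for Npy6r, -5.07 for Npy4r and -5.03 for Acta1. All 10 genes had an adjusted p of at most 5.2e-05 and were higher or lower in every dissociated library than in every intact one.

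With camera, 9 of 23 lists differed. Higher in dissociated bladders were the dissociation response list of immediate-early and stress genes (30 genes, median log2 fold change 3.67, adjusted p 1.5e-66) and the erythroid (2.09, 2.4e-07), fibroblast (1.22, 0.000466), lymphatic endothelial (0.97, 0.0129), blood endothelial (0.91, 0.00384) and macrophage or monocyte (0.57, 0.00218) lists. Lower were the smooth muscle (-3.94, 1.5e-28), adipocyte (-4.52, 0.00242) and umbrella, or superficial urothelium, lists (-0.999, 0.0126). The alternative that moved the number of lists most was fry, which called 16, among them all 9. Each of the 9 also held at a correlation of 0.05. Camera also called 7 to 15 lists in each of the 9 other splits of the 6 libraries, which keep part of the difference between the preparations.

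The other 14 lists had adjusted p-values of 0.0708 to 0.948 by camera. Their median log2 fold changes were 2.13 (B), 1.89 (neutrophil), 1.38 (T or NK), 1.37 (mast), 0.85 (dendritic), 0.64 (plasma), 0.46 (basal urothelium), 0.31 (urothelial), 0.24 (mesothelial), -0.49 (Schwann), -0.52 (pericyte), -0.56 (nuclear-retained long non-coding) and -2.35 (skeletal muscle). The neuron list had a median of 1.00, a mean of -0.28 and a test direction of lower. All 10 smooth muscle genes were called lower and all 12 fibroblast genes higher. Of 30 dissociation response genes, 29 were called higher and 1 lower. Counts of called genes adjusted over the list alone and over all genes differed in 3 lists: macrophage or monocyte (11 and 10), blood endothelial (8 and 7), and T or NK (1 and 2). Umbrella genes ranged from -2.59 to 3.95, with 1 of 7 higher.

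**Figure D1:**
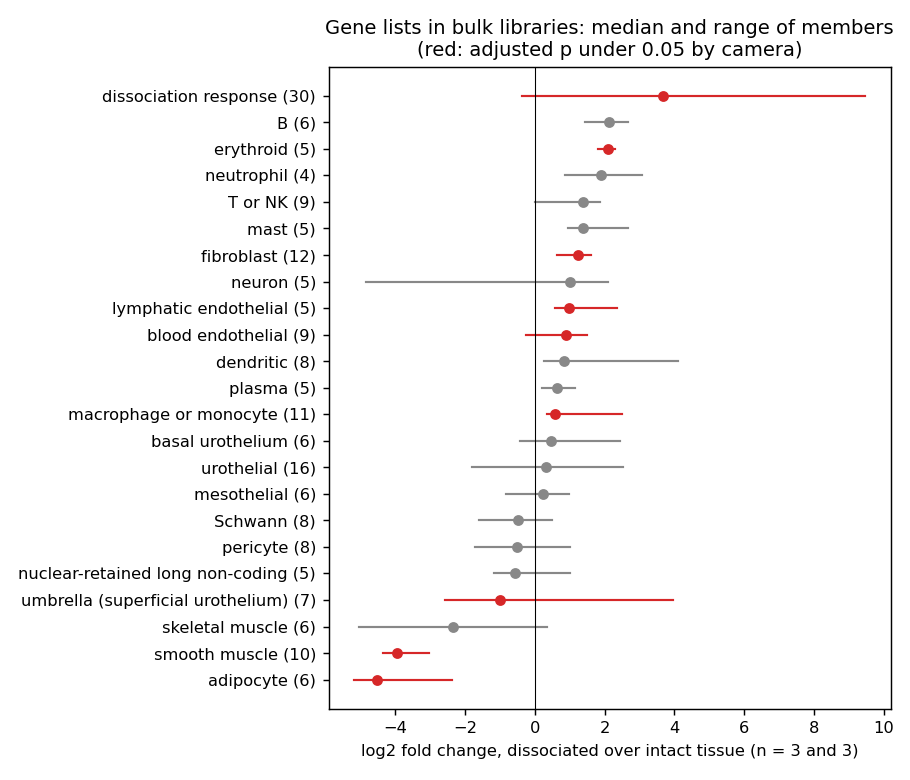
Log2 fold change of each gene list in dissociated over intact bulk libraries (n = 3 and 3), with points for the median and lines for the range of members, and the number of tested genes in brackets. The smooth muscle list lies between -4.36 and -3.04, and the dissociation response list has the highest median, 3.67.

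The level of these lists in each library places the other assays beside the bulk libraries. Bulk values are reads and the others UMIs, so bulk levels and the other levels are not on the same scale. Ribosomal protein genes, for example, took 3.46% of counts in intact bulk tissue and 18.5% in sections. The 10 smooth muscle genes summed to 44450 ± 1003 CPM in intact bulk tissue and 2997 ± 619 CPM in dissociated bladders (mean and SD, n = 3 each). They summed to 537 ± 803 CPM in whole-bladder cells (n = 5), 22780 in nuclei, 8178 in detrusor-only cells, 3359 in detrusor-enriched cells and 20650 ± 2958 in sections (n = 4). Summed dissociation response levels were 2222 ± 141 CPM in intact and 26300 ± 2583 in dissociated bulk libraries. They were 21280 ± 10370 in whole-bladder cells, 3487 in nuclei, 48140 in detrusor-only cells, 24730 in detrusor-enriched cells and 5781 ± 2618 in sections. The seminal vesicle secretion list stayed at or below 0.554 CPM in every library.

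**Figure D2:**
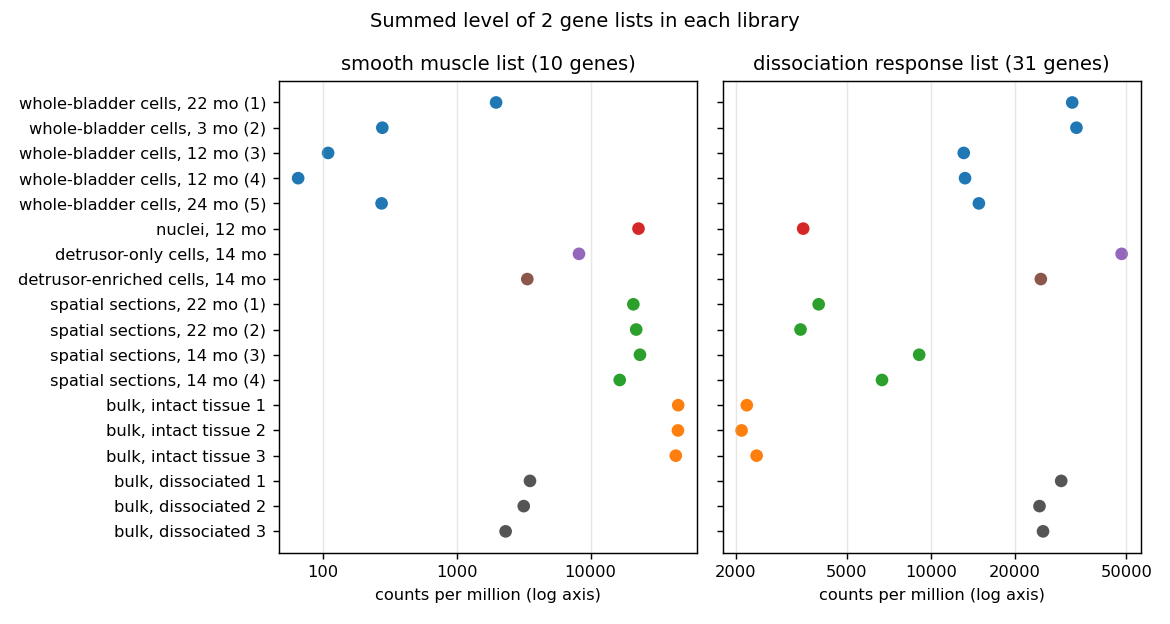
Summed CPM (log axis) of the smooth muscle list and of the dissociation response list (31 genes, of which the bulk table lists 30), with 1 point per library. Bulk points are reads and the others UMIs. Whole-bladder cells lie between 65.0 and 1963 CPM for smooth muscle genes, below every section and the nuclei.

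Cell classes were called in each droplet library on its own. Urothelial-like cells made up 13.5% (95% interval 12.8 to 14.3) of 8420 cells in the 22-month male library and 24.6% (23.5 to 25.7) of 6053 in the 3-month male library. In the mixed libraries they made up 75.0% (73.4 to 76.6) of 2799 and 78.1% (75.3 to 80.7) of 948 cells at 12 months, and 63.9% (62.1 to 65.6) of 2954 at 24 months. Fibroblast-like cells made up 69.0%, 59.7%, 14.8%, 14.9% and 24.9% in the same order. Male and mixed libraries also differ in barcode length and gene list, so sex mix and technical batch cannot be told apart there. Immune-like cells of all classes made up 7.07% to 12.5% in whole-bladder cells.

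No cluster was named smooth-muscle-like in the 22-month male, the 3-month male and the second 12-month whole-bladder libraries. The 22-month male library had an unnamed cluster of 101 cells (1.2%), nearest to the pericyte list, that held the smooth muscle list at 28800 CPM. In that library 1.498% of cells were smooth-muscle-like with doublets kept, 0.955% with at least 1000 UMIs and 0.831% at resolution 2. Smooth-muscle-like cells made up 1.29% (0.902 to 1.78) and 0.677% (0.414 to 1.04) in the first 12-month and the 24-month libraries. Their share was 40.9% (39.2 to 42.6) of 3375 nuclei, 8.37% (7.64 to 9.14) of 5379 detrusor-only cells and 3.20% (2.74 to 3.72) of 5158 detrusor-enriched cells. The alternative that moved class shares most was the call for each cell on its own. With it, fibroblast-like cells fell to 31.9% in the 22-month male library. Smooth-muscle-like cells then made up 1.37% to 13.8% in whole-bladder cells and 23.5% of nuclei. With at most 10% mitochondrial counts, 6.95% of cells in the second 12-month library were smooth-muscle-like. Detrusor-only cells had 0 of 5379 urothelial-like cells, which allows up to 0.0558%, and 58.7% fibroblast-like cells. Detrusor-enriched cells had 29.0% urothelial-like and 46.1% fibroblast-like cells, and the urothelial-like ones had a median of 629 UMIs against 11460 in the fibroblast-like ones.

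**Figure D3:**
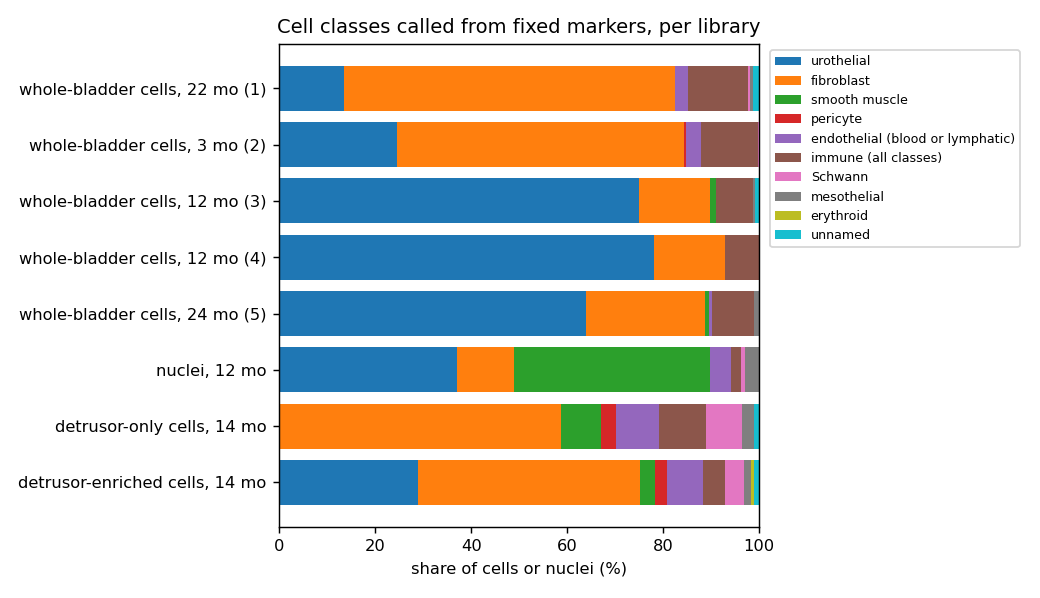
Share of cells or nuclei (%) in each cell class per droplet library, as stacked bars that sum to all analysed cells. Smooth-muscle-like nuclei make up 40.9% of the nuclei library, against 0% to 1.29% in the 5 whole-bladder cell libraries, where a further 1.2% of the 22-month male library is an unnamed cluster with smooth muscle counts.

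Nuclei were compared with whole-bladder cells within classes (1 library against 5). In urothelial-like cells 4702 of 13329 genes differed, 2140 higher and 2562 lower in nuclei. In fibroblast-like cells 3107 of 12403 differed, 1083 higher and 2024 lower. Smooth-muscle-like cells could not be tested, because no whole-bladder library had more than 36 of them. The alternative that moved the counts most kept only the 12-month cell libraries, with 6837 and 4095 genes. In fibroblast-like cells 34.9% of called genes were higher with TMM, 47.0% with RLE size factors and 42.3% with DESeq2. The median change of all genes there was -0.31 with TMM, -0.10 with RLE, 0.25 with DESeq2 and -0.93 without the filter on low counts. In urothelial-like cells it was -0.04 with TMM, 0.12 with DESeq2 and -0.28 without the filter.

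In urothelial-like nuclei the named genes that were higher were Mia2 (log2 fold change 8.85, SE 0.49, adjusted p 0.00116), Myh11 (7.61, SE 0.89), Cnn1 (7.17, SE 0.76), Acta1 (7.08, SE 0.33) and Des (7.06, SE 0.88). Each was above all 5 cell libraries, and the highest adjusted p was 0.00244. Myh11, Cnn1 and Des are smooth muscle markers, and nuclei of every other class tested also carried smooth muscle counts. The named genes that were lower had 0 counts in those nuclei. Against a limit of 3 counts in the nuclei library, Atp5o was at least 276-fold lower, Fdx1l at least 50.3-fold, Fosl1 at least 45.6-fold, Hgs at least 23.6-fold and Gstm3 at least 21.4-fold. Their adjusted p-values were 0.00067 for Atp5o and Fdx1l, 0.00151 for Hgs, 0.0123 for Fosl1 and 0.0393 for Gstm3. Mia2, Atp5o, Fdx1l, Gstm3 and Hgs lay on the side of the nuclei in urothelial-like detrusor-enriched cells as well. Those cells were counted with the gene list of the nuclei, so the gene list is a candidate explanation for these entries.

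In fibroblast-like nuclei Mia2 had 62 counts and the 5 cell libraries 0 (adjusted p 0.00721). Scaled by library size alone, it was at least 1360-fold higher against a limit of 3 counts over the cell libraries together. On that scale its level in nuclei was 149.5 CPM, against 88.8 CPM with TMM. P2rx1 (7.40, SE 0.57), Acta1 (7.32, SE 0.68), Zfp445 (6.14, SE 0.85) and Pcp4 (6.00, SE 0.73) were also higher than in all 5 cell libraries, with adjusted p-values of 0.0049 to 0.00721. Genes with 0 counts in fibroblast-like nuclei were Atp5o (at least 38.5-fold lower), Sostdc1 (at least 10.2-fold), Fdx1l (at least 8.14-fold), Rab20 (at least 6.33-fold) and Moxd1 (at least 4.75-fold), with adjusted p-values of 0.00483 to 0.0292. Atp5o also had 0 counts in all 4 sections and in the fibroblast-like cells of both detrusor libraries, which were counted with the gene list of the nuclei. Mia2 stood at 74.7 CPM in those cells of the detrusor-enriched library, 55.4 CPM in the detrusor-only one and 43.6 to 49.5 CPM in sections. The gene list is therefore a candidate explanation for both genes.

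Whole-bladder cells of older and younger animals were compared with sex mix as a term (2 libraries against 3). In urothelial-like cells edgeR called 0 of 12681 genes, with 331 at an unadjusted p under 0.05, and DESeq2 called 0, with 235. The alternative that moved this most was no filter on low counts, with 136 genes. In fibroblast-like cells edgeR called 3 of 11743 genes, all higher in older libraries. Cnn1 rose by 4.37 (SE 0.45), Fbxl22 by 2.30 (SE 0.27) and Acta2 by 1.96 (SE 0.22), each with an adjusted p of 0.048. Acta2 was at 1232 and 701 CPM in the 22- and 24-month libraries and at 272, 233 and 172 CPM in the 3- and 12-month ones. DESeq2 called 9 genes, among them these 3. RLE size factors, doublets kept and no sex term gave 0 genes. Leaving out the 24-month library gave 77 genes and leaving out the second 12-month library gave 0, so the count rests on single libraries.

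The sections compare 22-month with 14-month males (2 against 2). With edgeR 0 of 14974 genes differed, with 2481 at an unadjusted p under 0.05. DESeq2 called 417 genes, edgeR without the filter 286, and edgeR without the first 22-month section 256. Spots formed 13 and 8 regions in the 22-month sections and 12 and 11 in the 14-month ones. At resolution 2, the alternative that moved these numbers most, the first 22-month section had 20 regions. Regions raised in the smooth muscle list held 69.0% (66.4 to 71.5) and 40.8% (37.7 to 43.8) of spots at 22 months, and 70.0% (67.0 to 72.9) and 68.3% (65.5 to 71.0) at 14 months. Regions raised in the urothelial list held 14.8%, 28.2%, 23.5% and 18.2% of spots. The region with the highest median UMIs in each section was raised in the urothelial list and led by Fabp4 (3 sections) or Atf3 (1 section), with medians of 51945 to 79562 UMIs. Some regions were led by Col1a1 and Col1a2, by Igkc, or by haemoglobin genes. Among those led by Igkc or haemoglobin genes, some counted as raised in the smooth muscle list. The rule asks for no minimum fold, and some counted regions had 0 of the 10 smooth muscle genes raised 2-fold over the other spots. The shares therefore do not mark smooth muscle alone.

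Gene-family shares describe the preparations, in reads for bulk and UMIs for the others. Dissociation response genes took 0.222% ± 0.0141 of counts in intact bulk tissue and 2.63% ± 0.258 in dissociated bladders (SD, n = 3 each), 2.13% ± 1.04 in whole-bladder cells (n = 5), 0.344% in nuclei, 4.75% in detrusor-only cells, 2.42% in detrusor-enriched cells and 0.568% ± 0.255 in sections (n = 4). Within fibroblast-like cells, the alternative that moved this share most, it was 4.22% in whole-bladder cells and 0.419% in nuclei. Malat1 took 14.4% of counts in nuclei, 1.21% ± 0.772 in whole-bladder cells and 0.0376% ± 0.0107 in sections. Mitochondrially encoded genes took 1.23% in nuclei, 5.69% ± 0.0705 in the 3 mixed whole-bladder libraries and 2.65% ± 0.0879 in intact bulk tissue. The 2 male whole-bladder libraries had 0.381% and 0.341% of Malat1 and the 3 mixed ones 1.72% to 1.84%. Ribosomal protein genes took 5.90% in nuclei, 8.11% and 6.97% in the male whole-bladder libraries and 29.6% to 30.4% in the mixed ones. Within fibroblast-like cells they took 4.98% in nuclei, 5.73% and 4.47% in the male libraries and 17.4% to 19.0% in the mixed ones, so nuclei were lower than mixed but not than all male libraries.

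The profile of each library was correlated across genes with the bulk means. Whole-bladder cells had rho 0.690 ± 0.0290 with intact tissue and 0.704 ± 0.0270 with dissociated bladders (SD, n = 5), and all 5 were closer to dissociated bladders. Nuclei had 0.857 and 0.773. Sections had 0.848 ± 0.00357 and 0.766 ± 0.00572 (n = 4), and all 4 were closer to intact tissue. Detrusor-only cells had 0.716 and 0.752, and detrusor-enriched cells 0.793 and 0.835. The difference between the correlations moved most with genes of at least 10 CPM for nuclei, to 0.134 from 0.0842, and for sections, to 0.145 from 0.0820. For whole-bladder cells it moved most with Pearson's r, to -0.0233 from -0.0139.

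**Figure D4:**
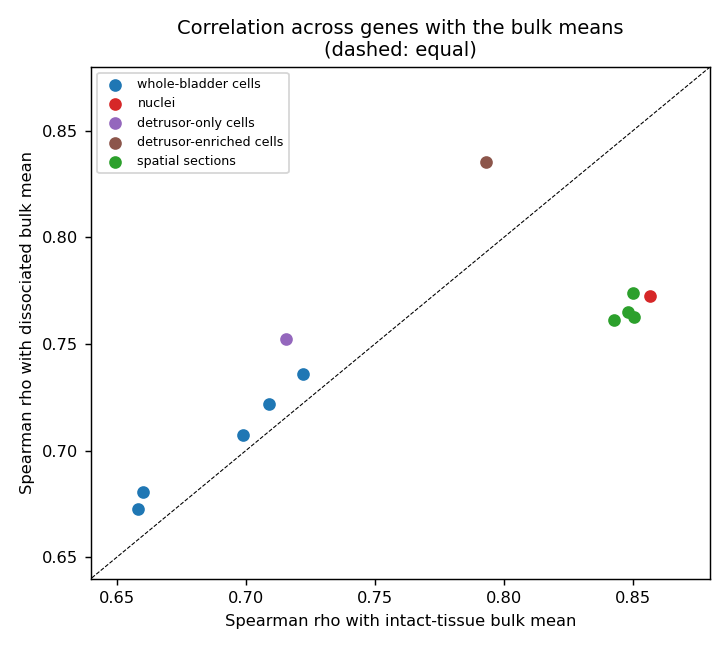
Spearman's rho across 14252 genes of each library with the intact bulk mean (horizontal) and the dissociated bulk mean (vertical), with 1 point per library. Nuclei and sections lie below the line of equal values and all cell libraries above it.

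Xist (expressed from the inactive X chromosome) and 4 Y-linked genes (Ddx3y, Uty, Kdm5d and Eif2s3y) were counted against the labelled sex. The 6 female bulk libraries had 873 to 1614 CPM of Xist and at most 0.173 CPM of Y-linked genes. The 2 male cell libraries had 0 and 3 Xist counts, the 4 male sections 0 to 5, and Y-linked levels there were 109 to 181 CPM. The 3 mixed whole-bladder libraries had 408, 362 and 611 CPM of Xist and 98.2, 100.1 and 85.9 CPM of Y-linked genes. The nuclei library labelled with both sexes had 6 Xist counts (1.15 CPM) and 449 CPM of Y-linked genes. The detrusor-enriched library labelled with both sexes had 4 Xist counts (0.0722 CPM) and 188 CPM of Y-linked genes. The detrusor-only library labelled female had 326 CPM of Xist and 79.3 CPM of Y-linked genes. The X-inactivation list, Xist with Tsix, was at 4.81 CPM in nuclei and 330 CPM in detrusor-only cells.

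**Figure D5:**
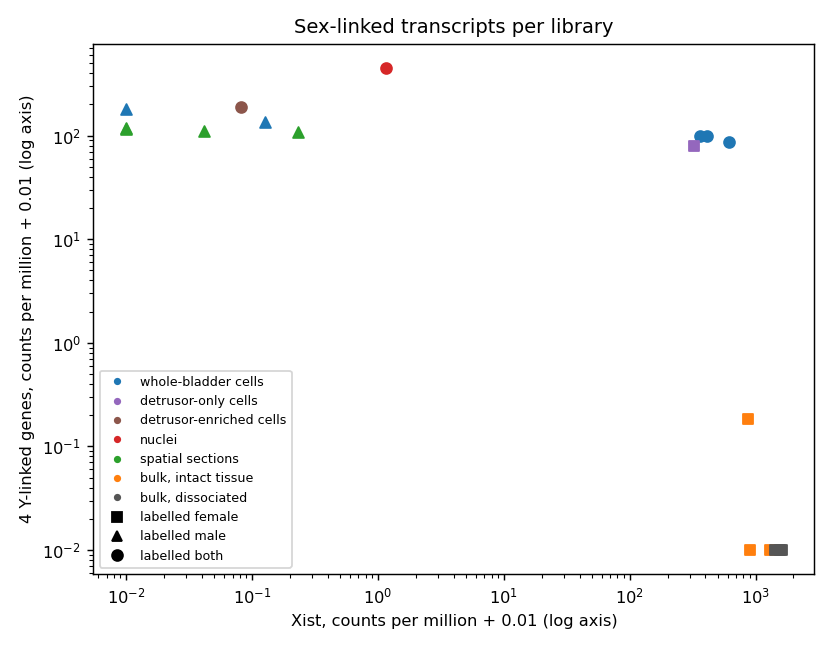
Level of Xist (horizontal) and of 4 Y-linked genes (vertical) in CPM plus 0.01 on log axes, with 1 point per library and marker shapes for the labelled sex. The nuclei and detrusor-enriched libraries, labelled with both sexes, lie with the male libraries, and the detrusor-only library, labelled female, lies with the mixed ones.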

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

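The Leiden resolutions, the call for each cell, the comparison of ages and the check of sex were fixed before the data were examined. Their use against an explanation in this part, and all other tests here, were chosen after the results had been seen, as was the inclusion of the B and plasma lists among the measures examined. Across 32 groups of values in the 5 whole-bladder cell libraries or the 4 sections, 4 had a library far from the others by Dixon's test. Chance gives about 1 in 20 groups, and several of the measures share genes, so single outliers carry little weight.

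The 22-month male library stood far above the other whole-bladder cell libraries in the smooth muscle list, at 1963 CPM against 65.0 to 277. RNA free in the suspension would raise all classes alike, but the list was 15.6-fold higher in its fibroblast-like than in its urothelial-like cells. The unnamed cluster of this library, which carried 10.1% of the list's counts, is not the whole source either, since fibroblast-like cells carried 86.1%. It stays open whether smooth muscle cells were clustered with fibroblasts: the call for each cell on its own put 13.8% of this library in the smooth-muscle-like class. Age stays open beside it. In fibroblast-like cells the 24-month library also held the list at a higher level, 1068 CPM, than the younger libraries, with 309 to 486 CPM, against 2539 CPM in the 22-month one. The comparison of older with younger fibroblast-like cells called Acta2 and Cnn1 higher, though not under every alternative. Age was not tested over whole libraries, and this library is the only 22-month one of cells.

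The first 22-month section had the highest total, 32020000 UMIs to 4 digits, against 21976100 to 22995668 in the others. Its mean counts per spot were also the highest, 24313 against 20477 to 23453, but not an outlier (Dixon ratio 0.357). It had 1321 spots against 939 to 1123. More spots over tissue may therefore explain the total, with a part from the higher counts per spot. No biological explanation was tested.

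The second 22-month section stood above the other sections in the B list, at 1786 CPM against 19.0 to 262. Regions led by Igkc, here those with Igkc among their 10 leading genes, are not the whole of it. Outside them this section stood at 944.5 CPM against 19.0 to 113, still an outlier (Dixon ratio 0.898), though not against the whole level of the others (0.737). Without the 10% or 25% of spots of each section highest in the list, a measure that needs no regions, it was an outlier each time (Dixon ratios 0.895 and 0.879). With 50% left out the ratio of 0.914 cannot be read, because both 14-month sections were then bound to hold 0 counts. Only 29.7% and 40.6% of their spots had a count of the list. Spread of RNA from those regions to other spots was not tested. The other 22-month section came next, with 262 CPM. By age the list was called higher at 22 months by camera (4 genes, median log2 fold change 3.24, adjusted p 0.0283) but not by fry (0.547). Age therefore stays open beside differences between animals.

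The same section had the lowest share of spots in regions raised in the smooth muscle list, 40.8% against 68.3% to 70.0%. The clustering resolution is not the cause of its low rank, as the share was at most 49.3% over the resolutions and the other sections stayed at 64.4% or above. At resolutions of 0.5 and 2 the section was no longer an outlier, with Dixon ratios of 0.748 and 0.787. The section also held a region of 179 spots led by Gm42418 and Malat1 that was raised in no list. Over the whole section its smooth muscle list level was not the lowest, as it lay between 20850 and 23360 CPM. The second 14-month section was lowest, with 16490 CPM. By age the list was not called over whole sections (adjusted p 0.909 by camera and 0.972 by fry). Age and the plane of the section stay open for the share of spots, for which they were not tested.

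The detrusor-only library, labelled with 3 females, held Y-linked counts at 79.3 CPM, a signal outside the comparisons of the study, where the 6 female bulk libraries had at most 0.173 CPM. Reads shared with X-linked paralogs would appear in the female bulk libraries as well, which that value argues against, with the caution that bulk and droplet tables were counted with different gene lists. Free RNA would spread over cells with Xist, but cells with both Xist and a Y-linked count were 0.0908 times the number that independence would give (66 against 727). A swap of labels with the detrusor-enriched library would require that library to be female, and it had 188 CPM of Y-linked genes and 4 Xist counts. A pool that contained male animals is a candidate explanation: 1658 cells had a Y-linked count and no Xist, and 2202 had Xist and no Y-linked count. Doublets and free RNA in small amounts remain possible for the 66 cells with both.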

How the results depend on the processing

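Every alternative named here was planned, and none was added later. The 10 named bulk genes kept their direction and call in 120 of 120 values under alternatives, and the 9 bulk lists in 99 of 99. For 23 called list members, a picked part of those called, all 276 values kept their direction and 271 their call. The log2 fold-change minimum of 1 was not applied to single bulk genes. Its values repeat the main fit, so they are in these counts but were bound to be kept. Named genes of the nuclei comparison kept direction in all values and their call in 94 of 100 (urothelial-like) and 100 of 100 (fibroblast-like). The calls lost were those of Gstm3, Myh11 and Des, with adjusted p-values of at most 0.107. List members followed beside them kept direction in all values and their call in 67 of 70 and 56 of 60. The 3 genes of the age comparison kept direction in 33 of 33 and their call in 17. None of these genes or lists reversed. The balance of called bulk genes did: 47.2% were higher in dissociated bladders with TMM, 38.3% with library size alone, 46.2% without the filter, 47.9% with a replicate block and 46.7% to 48.6% with each library left out. It was 52.3% with DESeq2, 51.3% with RLE and 54.7% at a log2 fold-change minimum of 1.

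The count of 9798 bulk genes stayed between 8128 and 9782 with each library left out and between 9651 and 10011 under DESeq2, RLE, library size alone and no filter. A log2 fold-change minimum of 1 gave 3636 genes, since it asks for more. Fry called 16 lists in place of 9. With a replicate block the counts were 10118 genes and 10 lists, but libraries of the same number did not pair (correlations of their deviations 0.20, 0.34 and -0.07). With each library left out, lists numbered 9 to 11. Nuclei comparisons stayed within 1.5-fold under all alternatives, at 3513 to 4945 and 2169 to 3265 genes with each cell library left out.

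For older against younger urothelial-like cells, 0 genes became 136 without the filter and 1 with doublets kept or with age as a number. They became 1 to 27 with each library left out. For fibroblast-like cells, 3 genes became 9 with DESeq2, 23 without the filter and 0 with RLE, with doublets kept or with no sex term, and 0 to 77 with each library left out. The cause was not tested. For the sections, 0 genes became 417 with DESeq2, 286 without the filter and 1 to 256 with each section left out. The last leaves an arm of 1 section that is assumed to vary like the others, and the cause was not tested.

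Class shares changed by more than their interval in 34 of 108 values. Some of the 108 could not change. The mitochondrial limit removes no cell of the male libraries, and the minimum of 1000 UMIs removes none of the mixed whole-bladder ones. Libraries are given here in the order 22-month male, 3-month male, 12-month first and second, and 24-month. With a call for each cell, urothelial-like cells made up 12.5%, 21.1%, 44.7%, 43.3% and 45.6%, and fibroblast-like cells 31.9%, 29.1%, 12.3%, 11.8% and 18.1%. Smooth-muscle-like cells then made up 13.8%, 6.87%, 1.97%, 1.37% and 3.79%, with 23.5% of nuclei and 7.87% of detrusor-enriched cells. With doublets kept, fibroblast-like cells were 67.3% and 58.1% in the male libraries, and smooth-muscle-like cells 1.498% at 22 months and 36.7% in nuclei. With at least 1000 UMIs, urothelial-like cells were 26.7% at 3 months, and smooth-muscle-like cells 0.955% at 22 months and 3.91% in detrusor-enriched cells. With at most 10% mitochondrial counts, urothelial-like cells were 72.4%, 69.4% and 61.2% in the mixed libraries, and fibroblast-like cells 16.4% in the first 12-month and 26.9% in the 24-month one. Smooth-muscle-like cells were then 6.95% in the second 12-month library, 7.40% in detrusor-only and 2.31% in detrusor-enriched cells. At resolution 2 they were 0.831% at 22 months and 0.465% in the first 12-month library. The cause was not tested. In every setting nuclei had the highest share of smooth-muscle-like cells among the 8 libraries.

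Within fibroblast-like cells the dissociation response share was 4.22% in whole-bladder cells and 0.419% in nuclei, and Malat1 took 2.05% and 13.7%. As medians over nuclei these shares were 0.311% and 12.5%. The gap between rho with intact and with dissociated bulk means kept its sign. It was -0.0233 for whole-bladder cells and 0.0951 for nuclei with Pearson's r, and -0.0195, 0.134 and 0.145 for whole-bladder cells, nuclei and sections at 10 CPM. At resolution 2 the sections had 20 and 14 regions at 22 months and 18 in the second 14-month one. Spots in regions raised in the smooth muscle list were 64.4% (resolution 0.5) and 65.6% (resolution 2) in the first 22-month section and 49.3% (resolution 2) in the second. Those in regions raised in the urothelial list were 36.3% (resolution 2) in the second 22-month section. In the first 14-month section they were 27.6% (resolution 0.5) and 19.5% (resolution 2). The cause was not tested.

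The planned pseudocount alternative was not run because the bulk table holds counts. Depth limits the nuclei most, at a median of 1127 UMIs per barcode and 427611 counts in fibroblast-like nuclei, where 3 counts are 7.23 CPM over the genes compared.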

Other observations

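All tests in this part were chosen after the results had been seen, except the count of other splits of the bulk libraries, the sex check and the alternatives planned for the comparisons.

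Of the 10 splits of the 6 bulk libraries into 3 and 3, only the real one gave as many as 9798 genes (1 of 10), and 7 of 10 gave as many as 9 lists. With 10 splits no share under 0.1 can arise, so chance cannot be excluded by this count for genes or for lists. Each other split sets 2 libraries of a preparation against 1. It keeps part of the real difference and widens the spread within groups, so the other splits do not show what chance alone would give.

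The smooth muscle list was lower in dissociated bulk libraries. Scaling is not the cause, since the median change was -4.05 with library size alone. Loss of smooth muscle cells on dissociation is a candidate explanation: the lowest level of the list in nuclei and sections was 8.40 times the highest in whole-bladder cells. Loss of transcripts within surviving smooth muscle cells cannot be told apart from it here. In smooth-muscle-like cells the list stood at 1.18 and 0.906 times the level of smooth-muscle-like nuclei in the detrusor-only and detrusor-enriched libraries. It stood at 0.685 times in the 20 such cells of the 24-month library and at 0.139 times in the 36 of the first 12-month library. Those 36 cells also held the blood endothelial list at 3017 CPM, against 31.1 to 39.9 in the other 3 libraries, so their class may be mixed. The class was picked by the same markers in each library. No biological explanation was tested.

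The nuclei and detrusor-enriched libraries, labelled with both sexes, held 6 and 4 Xist counts. Low depth is not the reason, since 1881 counts would be expected in nuclei and 20034 in detrusor-enriched cells at the lowest level of the mixed whole-bladder libraries. The gene list is not the reason either, since the detrusor-only library was counted with the same gene list and had 17072 Xist counts. The data are consistent with pools of males only, as at most 0.148% of cells with either Xist alone or Y-linked counts alone had Xist in either library. Whether the labels or the pools were wrong cannot be seen from the tables.

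In the 3 mixed whole-bladder libraries Xist alone was more frequent in immune-like than in urothelial-like cells, as a share of cells with either Xist alone or Y-linked counts alone. Cells with both or neither were left out of these shares. Shares were compared after thinning each cell to 3000 UMIs, as a mean over 200 draws, with no cell left out for low depth. They were 87.96% against 53.2% in the first 12-month library, 71.3% against 52.8% in the second and 79.0% against 65.2% at 24 months. With cells that had both counted in the total, they were 83.9% and 51.3%, 69.4% and 51.9%, and 77.4% and 63.3%. Without thinning, and with cells that had both left out, they were 83.8% and 33.6%, 57.7% and 31.4%, and 71.1% and 47.8%. In the second 12-month library the intervals overlap (54.1 to 84.6 and 47.5 to 57.9). Depth is not the whole cause, as the smallest gap after thinning was 13.8 points, but part of the raw gap went with it. Y-linked expression that is lower in immune cells would show in male libraries, where the immune level was at least 1.03 times the urothelial one. In the mixed libraries that ratio was at most 0.677. Unequal shares of the pooled animals in each class, with relatively more female immune cells, cannot be told apart from other differences. Xist stood in immune-like cells at 1.56 and 1.22 times the urothelial-like level at 12 months, but at 0.909 times at 24 months, and no droplet library without Y-linked counts shows how Xist differs between these classes. Sex of the animals also stays open as a biological explanation, since 2 animals of each sex cannot separate sex from animal.

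Smooth muscle genes were among the named genes higher in nuclei of other classes. RNA from other nuclei may explain them: across 7 other classes the list had 9.81 to 17.2 counts per nucleus, a ratio of 1.75 between the highest and the lowest, against 64.1 in smooth-muscle-like nuclei.

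The gene list behind the table is a candidate explanation for 9 of the 20 entries for named genes in the nuclei comparison: Mia2, Atp5o and Fdx1l in both classes, Gstm3 and Hgs in urothelial-like cells and Zfp445 in fibroblast-like cells. These were on the side of the nuclei by at least 5-fold in detrusor cells, which share the nuclei's gene list but are cells. Another 7 entries were more than 2-fold higher in smooth-muscle-like nuclei, and Fosl1, Sostdc1, Rab20 and Moxd1 did not follow the gene list. Both fold rules were set after the values had been seen. For all called genes the gene list cannot be told apart from the preparation. Of the genes called in urothelial-like and fibroblast-like nuclei, 85.2% and 96.3% went the same way against detrusor-enriched cells. That was 1.08 and 1.25 points above the shares simulated with no effect, because the nuclei are shared by both comparisons. Against detrusor-only cells the share for fibroblast-like nuclei was 88.1%, below the simulated 91.6%.

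Igkc was higher in the 22-month sections, at 247 and 1361 CPM against 7.19 and 63.0 CPM at 14 months, and was picked for this paragraph after its values were seen. The lowest 22-month level was 3.92 times the highest 14-month level over whole sections. Regions led by Igkc, again those with Igkc among their 10 leading genes, are not the only place where it was higher. Outside them 56.6% and 90.7% of spots at 22 months had an Igkc count, against 7.04% and 15.7% at 14 months. The lowest 22-month share was 3.61 times the highest 14-month share. The level outside them was 91.7 and 693 CPM against 7.19 and 12.6 CPM, a ratio of 7.31 between the nearest sections. Against the highest whole 14-month section that ratio was 1.46, and Igkc itself picks the regions. Spread of RNA from those regions to other spots was not tested. The planned comparison of ages with edgeR did not call Igkc (log2 fold change 4.63, SE 1.93, adjusted p 0.408). Age cannot be told apart from differences between animals or sections with 2 sections each, and it stays open. Fos, picked in the same way, was higher in the 14-month sections (376 and 172 CPM against 32.5 and 10.4). The lowest 14-month level was 5.27 times the highest 22-month level. The dissociation response list had a median log2 fold change of -1.30 at 22 months, with 0 of 31 genes higher. Its adjusted p was 1.47e-25 by camera and 0.314 by fry, so the list tests part here. Other lists called by camera included T or NK (9 of 9 genes higher at 22 months, adjusted p 4.0e-07), plasma (7 of 7, 0.00037) and B (4 of 4, 0.0283). Among those lower were macrophage or monocyte (0 of 11 genes higher, 0.00145) and lymphatic endothelial (0 of 6, 0.00271). Fry called none of the lists, with a lowest adjusted p of 0.194 (basal urothelium). Handling of the sections cannot be told apart from age, because each age may have been processed apart and the labels give no date.

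Alb had 129 counts in the first 14-month section, 40 of them in a single spot, against 1 to 17 in the other sections. RNA from another tissue is a candidate explanation. Of 13 other hepatocyte genes, listed after Alb had been seen and kept whatever their counts, 9 had their highest CPM in this section and 4 (Ttr, Trf, Fabp1 and Hp) in another. Random genes with totals within 20% of these had a mean of 2.86 of 13, and 5 of 10000 random sets had as many as 9. Several of the 9 genes had few counts, down to 3 for Mup3, and genes from 1 fragment of tissue would not be independent. As a list of 14 the genes stood at 347 to 404 CPM in sections, most of it from Trf and Ttr. No biological explanation was tested.

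Acta2 and Cnn1 were higher in fibroblast-like cells of the older libraries. Free RNA does not reach these levels, as the smooth muscle list was at most 224 CPM in urothelial-like cells and in each immune-like class with at least 30 cells in the older libraries, against 2539 and 1068 CPM in fibroblast-like cells. In the 22-month library Schwann-like and endothelial-like cells held it at 251 to 449 CPM and 64 mesothelial-like cells at 1848 CPM. Smooth muscle cells within the class cannot be told apart from a change in fibroblasts, because the answer turns on the profile such cells are taken to have. Cells like the smooth-muscle-like ones of the nuclei and detrusor libraries, in the number that the Acta2 excess needs, would bring more than was seen of 8 of 9 other list genes in male libraries and of all 9 in mixed ones. The excess seen was a median of 31.6% and 21.5% of what they would bring, and from -23.6% to 316% over genes. Those values argue against such cells as the whole source unless their profile differs in whole-bladder libraries. With the profile of the cells highest in the list in the same older library, the medians were 76.0% (the unnamed cluster of 101 cells at 22 months) and 53.6% (20 cells at 24 months). Then 5 and 8 of 9 genes fell short. Without the cells that had a count of any of 5 smooth muscle genes, Acta2 stood at 408 and 328 CPM in the older and 268, 114 and 54.1 CPM in the younger libraries. The age comparison with edgeR called both genes (adjusted p 0.048), but 0 genes were called with RLE size factors, doublets kept or no sex term. Age stays open as an explanation beside the different cell mixtures.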
